# DDIT4 mediates the proliferation-promotive effect of IL-34 in human monocytic leukemia cells

**DOI:** 10.1097/BS9.0000000000000069

**Published:** 2021-04-27

**Authors:** Xiaoqian Lv, Yuting Hu, Lina Wang, Dongyue Zhang, Hao Wang, Yibo Dai, Xiaoxi Cui, Guoguang Zheng

**Keywords:** IL-34, DDIT4, Monocytic leukemia, Proliferation

## Abstract

*Interleukin 34 (IL-34) is a cytokine that shares the receptor with colony-stimulating factor 1 (CSF-1).* IL-34 is involved in a broad range of *pathologic processes including* cancer. *We previously demonstrated* that IL-34 promoted the proliferation and colony formation of human acute monocytic leukemia (AMoL) cells. However, the mechanism has not been elucidated. Here, by analyzing the gene profiles of Molm13 and THP1 cells overexpressing IL-34 *(Molm13-IL-34 and THP1-IL-34)*, upregulation of the DNA damage-inducible transcript 4 (DDIT4) was detected in both series. Knockdown of DDIT4 *effectively inhibited the proliferation, promoted apoptosis and colony formation in Molm13-IL-34 and THP1-IL-34* cells. Our results suggest that DDIT4 mediates the proliferation-promotive effect of IL-34 whereas does not mediate the promotive effect of IL-34 on colony formation in AMoL cells.

## 1 INTRODUCTION

Leukemia is the hematopoietic malignancy characterized by clonal expansion of immature blood cells. Sophisticated mechanisms, which are mediated by both internal and microenvironmental factors, are involved in the genesis and progression of leukemia.^1–3^ Colony-stimulating factor 1 (CSF-1), also known as the macrophage CSF (M-CSF), is highly expressed in leukemia, especially acute myeloid leukemia (AML).^4^ CSF-1 not only directly stimulates leukemia cells, such as acute monocytic leukemia (AMoL) cells but also recruits and activates leukemia associated-macrophages.^5,6^*IL-34 is a cytokine* that shares the same receptor with CSF-1, CSF-1R, and the CSF-1/*IL-34-*CSF-1R axis was suggested.^7^ Under physiologic conditions, IL-34 promotes the survival, proliferation, and differentiation of monocytes,^4,8^ maintains the function of macrophages and participates in the developmental process of various tissues.^9–12^ IL-34 is also involved in many pathologic processes ranging from inflammation and autoimmunity to cancer.^13^ Nevertheless, the effect of IL-34 in leukemia cells has not been well established. We previously demonstrated that IL-34 promoted the malignant biological behavior of human AMoL cells.^14^ However, the mechanism has not been elucidated.

DNA damage-inducible transcript 4 (DDIT4) is activated under various cellular stresses including DNA damage, hypoxia, oxidative stress, and starvation.^15^ DDIT4 inhibits the activity of the mammalian target of rapamycin (mTOR) and participates in the regulation of diverse cell functions including proliferation, apoptosis, and differentiation.^16–18^ DDIT4 has been implicated in several human solid tumors. However, its effect seems to be cell type-dependent.^19–21^ In AML, DDIT4^high^ cases have a worse prognosis than DDIT4^low^ cases^22^ although bloodspot shows that AML cases express a lower level of DDIT4 than normal donors (http://servers.binf.ku.dk/bloodspot/). Hence, complicated mechanisms should be involved. It has been documented that DDIT4 mediates the effect of different cytokines. IL-10 induces DDIT4 expression to suppress mTOR activity^23^ whereas IL-6 reduces DDIT4 expression and further results in IL-6-induced activation of mTOR signaling.^24^ It is worth noting that mTOR/S6 kinase is also downstream of CSF-1R upon CSF-1 activation.^25^ However, whether DDIT4 mediates the effect of IL-34 in AMoL has not been documented.

In this study, the gene profile of AMoL cells overexpressing IL-34, that is, *Molm13-IL-34 and THP1-IL-34* cells, was first analyzed. DDIT4 was upregulated in both series. Then, the effect of DDIT4 in *Molm13-IL-34 and THP1-IL-34* cells was investigated by silencing DDIT4. Knockdown of DDIT4 *effectively inhibited the proliferation whereas promoted apoptosis and colony formation in both* cells.

## 2 RESULTS

### 2.1 Gene expression profile of Molm13-IL-34 and THP1-IL-34 cells

We previously demonstrated that overexpression of IL-34 in human AMoL cells increased cell proliferation and colony-forming while promoted cell differentiation into the monocyte-macrophage lineage.^14^ To explore the mechanism, Molm13-CON, Molm13-IL-34, THP1-CON, and THP1-IL-34 cells were collected for RNA-seq analysis. 

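Molm13 and THP1 are established human monocytic leukemia cell lines, and the CON cells are the respective controls of the cells that overexpress IL-34. There was 1 library for each of the 4 kinds of cells, so no difference within a cell line has a replicate check. The authors deposited 1 FPKM value (fragments per kilobase of transcript, scaled to the number of mapped fragments of the library) per gene and library, with 2 decimals, for 17637 genes, and the values used here include the authors' alignment, counting and scaling. The paper's text does not name the aligner, the gene models or the test behind its false discovery rates. Read numbers were therefore estimated from the steps between the low FPKM values of short genes with a single transcript. The steps corresponded to about 18700000 reads in Molm13-CON, 18500000 in Molm13-IL-34, 19400000 in THP1-CON and 19600000 in THP1-IL-34 cells. With transcripts taken as 50 bases shorter, the estimates lay between 19700000 and 21000000. At this depth, 3 reads on a transcript of 1 kb correspond to 0.153 to 0.162 FPKM. Fold changes were calculated as log2(FPKM + 0.5) of the IL-34 library minus that of its control, a scale that understates the change of weakly expressed genes. In each cell line, the genes with at least 1 FPKM in 1 or both of its libraries were kept, which left 11355 genes in Molm13 and 11970 in THP1 cells. The median log2 fold change of these genes was -0.02 in Molm13 and -0.0026 in THP1 cells, and no further scaling was applied. The overexpressed gene IL34 (gene 146433 in the file) lies on chromosome 16 of GRCh38 from 70579895 to 70660682, on the plus strand. Its FPKM value was 0.15 in Molm13-CON and 35.9 in Molm13-IL-34 cells, and 0.09 in THP1-CON and 303 in THP1-IL-34 cells. The log2 fold changes of IL34 were 5.81 and 9.00, respectively, the largest in both cell lines, and the control values correspond to only a few reads.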

All differentially expressed genes (DEGs) were undergone gene set enrichment analysis (GSEA) and the annotations of leukocyte proliferation and regulation of leukocyte proliferation were enriched in both Molm13-IL-34 and THP1-IL-34 cells (Fig. 1A and B). 

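The gene sets behind the published analysis were not used here. Instead, 185 genes of the deposited table were taken whose biological process terms name the proliferation of leukocytes or of a leukocyte type, and 143 of them have a term on its regulation. As there were no replicates, each list was described by the percentile of its median log2 fold change among 10000 random lists of the same size, matched on mean expression. In Molm13 cells, 121 genes of the leukocyte proliferation list were kept, 63 were higher and 57 were lower in Molm13-IL-34 cells, and their median log2 fold change was 0.01, at percentile 74.8. In THP1 cells, 67 of the 128 genes kept were higher and 61 were lower in THP1-IL-34 cells, with a median of 0.04 at percentile 86.7. The median of the regulation list was 0.03 in Molm13 (91 genes, percentile 77.9) and 0.07 in THP1 cells (96 genes, percentile 96.4). All 4 medians were above 0, and each lay within the central 95% of the random lists. Ranked by log2 fold change and scored by a running sum as in GSEA, the leukocyte proliferation list had a normalized enrichment score of 1.16 in Molm13 and 1.17 in THP1 cells, and the regulation list had 1.07 and 1.18, where positive scores lie on the side of the IL-34 cells. The alternative that moved these values most was another list of leukocyte proliferation genes, written by hand before the data were examined. Of its 216 genes, 122 are also in the list from the deposited terms, and IL34 itself is 1 of the others. Its median was 0.10 in Molm13 (142 genes kept) and 0.13 in THP1 cells (149 genes kept), above all 10000 random lists in both lines. Without IL34, the overexpressed gene, the percentile was 99.98 in Molm13 and 100 in THP1 cells. From the enrichment of both annotations (Fig. 1A and B), the paper reports that proliferation-related annotations are enriched in the IL-34 cells.

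**Figure D1:**
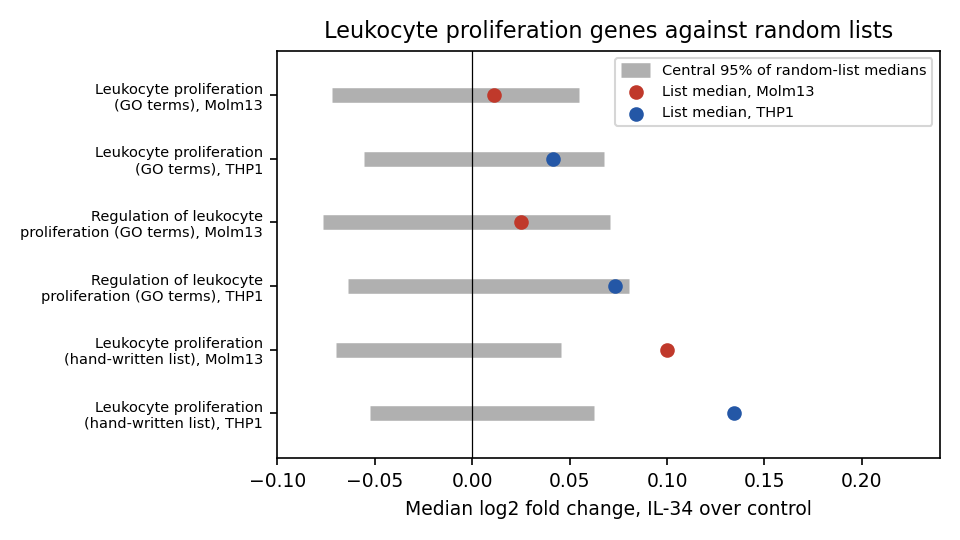
Median log2 fold change (IL-34 over control, x axis) of 3 lists of leukocyte proliferation genes in Molm13 (red points) and THP1 cells (blue points). Grey bars span the central 95% of the medians of 10000 random lists matched on mean expression, and the points of the hand-written list, at 0.10 and 0.13, lie to the right of their bars.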

Then, the filtrated DEGs (fold change [FC] ≥ 2.0, false discovery rate [FDR] < 0.01), that is, 152 up-regulated genes and 37 down-regulated genes in Molm13-IL-34 cells, 500 up-regulated genes, and 97 down-regulated genes in THP1-IL-34 cells, were further analyzed. 

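From the deposited FPKM values, a gene was called at a fold change of at least 2 on the log2(FPKM + 0.5) scale. No false discovery rate was calculated, because 1 library per condition gives no replicate error. With this rule, 109 genes were called up and 22 down in Molm13-IL-34 cells, and 328 genes were called up and 46 down in THP1-IL-34 cells. The fold change threshold moved these numbers most, and at 1.5 they became 529 up and 388 down in Molm13-IL-34 and 929 up and 307 down in THP1-IL-34 cells. In Molm13 cells, 10 of the called genes were listed at 0 in 1 of the 2 libraries, and in THP1 cells 9 were. The direction of the calls was compared between the cell lines. Of the 109 genes called up in Molm13-IL-34 cells, 77 also had a positive log2 fold change in THP1 cells, and of the 328 called up in THP1-IL-34 cells, 247 had a positive one in Molm13 cells. Of the genes called down, 14 of 22 in Molm13-IL-34 cells were also lower in THP1-IL-34 cells, and 22 of 46 the other way round.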

Molm13-IL-34 and THP1-IL-34 cells shared 46 up-regulated genes and 7 down-regulated genes (Fig. 1C). 

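With the calls from the FPKM values, 21 genes were called up and 1 gene was called down in both cell lines. If the calls of the 2 cell lines were independent among the 10839 genes kept in both, 1.37 shared up-regulated genes and 0.0458 shared down-regulated genes would be obtained by chance. The 5 shared up-regulated genes with the largest smaller change of the 2 lines were IL34, ADM, DDIT4, FCGR2B and CCL3L1. ADM rose from 3.63 to 17.8 FPKM in Molm13 and from 0.06 to 1.51 FPKM in THP1 cells. FCGR2B rose from 3.29 to 10.8 FPKM in Molm13 and from 1.72 to 7.21 FPKM in THP1 cells. CCL3L1 rose from 31.3 to 91.0 FPKM in Molm13 cells and was listed at 0 in THP1-CON and at 1.47 FPKM in THP1-IL-34 cells. FCGR2B and CCL3L1 have closely similar paralogs, so the division of reads between the copies is uncertain. The only shared down-regulated gene was C7orf55-LUC7L2, with log2 fold changes of -2.08 in Molm13 and -1.58 in THP1 cells. It is a readthrough gene that shares its sequence with C7orf55 and LUC7L2, and LUC7L2 itself changed by 0.03 and -0.09 on the log2 scale. Its value therefore depends on how reads were divided among these genes.
Across the 10839 genes, the log2 fold changes of the 2 cell lines had a Pearson's r of 0.329 and a Spearman's rho of 0.268. Without IL34, the overexpressed gene, Pearson's r was 0.303. Genes are not independent replicates. The 4 libraries were also fitted together with limma on log2(FPKM + 0.5), with cell line and IL-34 as terms. The residual of this model is the difference of the IL-34 effect between the 2 lines and has 1 degree of freedom. Its error is moderated with a prior of 7.18 degrees of freedom drawn from all genes. Most of the weight in each p-value therefore lies on the spread pooled from all genes, not on that of the gene itself. Of 12486 genes, 17 were up and 1 was down at a Benjamini-Hochberg adjusted p-value under 0.05, and 16 of the 21 shared up-regulated genes were among the 17. No gene passed when all 17637 listed genes were tested, when the cell line term was left out, or with a pseudocount of 0.1 FPKM, which was chosen after the data were seen. A pseudocount of 1 FPKM, also chosen after the data were seen, gave 36 genes up and 2 down.

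**Figure D2:**
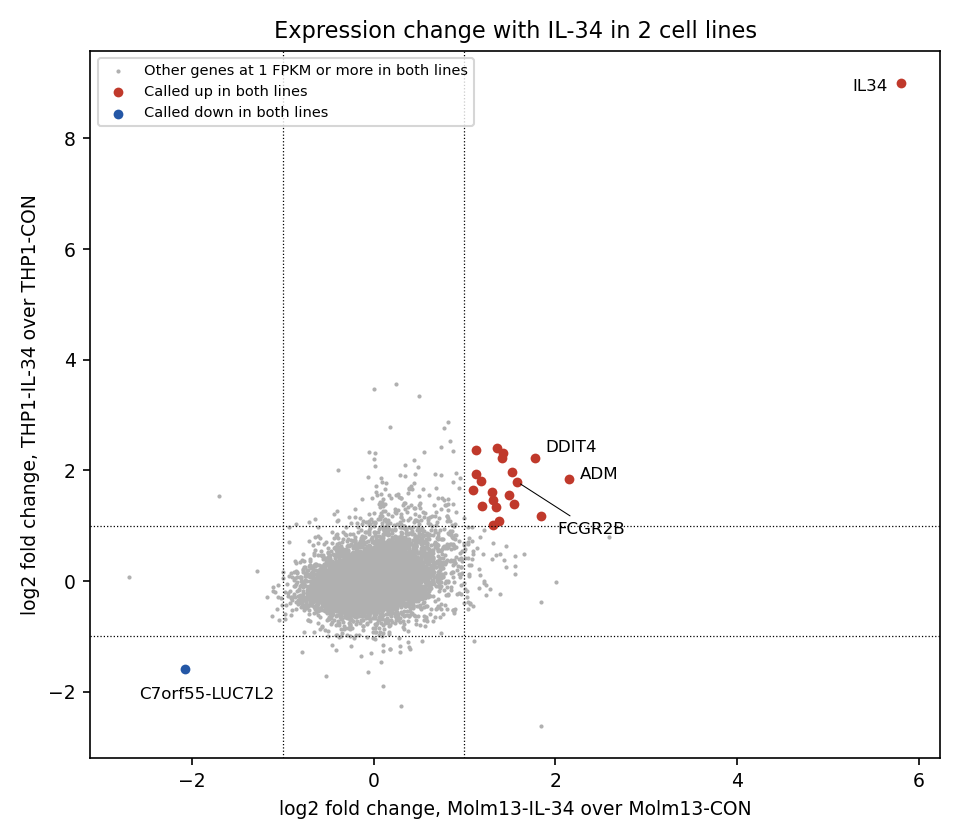
Log2 fold change on the log2(FPKM + 0.5) scale of each gene in Molm13 (x axis) and THP1 cells (y axis), IL-34 over control, 1 library per condition. Red points are the 21 genes called up in both lines, the blue point is the 1 called down in both, and dotted lines mark a 2-fold change.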

The *DDIT4* gene, which is a negative regulator of mTOR, was 1 of the up-regulated genes. 

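DDIT4 (gene 54541 in the file) lies on chromosome 10 of GRCh38 from 72273920 to 72276036 on the plus strand. The annotated transcript used here has 3 exons and 1748 nucleotides, with a coding sequence from nucleotide 202 to 897. The FPKM value of DDIT4 was 48.3 in Molm13-CON and 166 in Molm13-IL-34 cells, a ratio of 3.45. It was 3.48 in THP1-CON and 18.0 in THP1-IL-34 cells, a ratio of 5.17. At the estimated depth, these values correspond to roughly 1600 and 5400 reads in Molm13 and 120 and 620 reads in THP1 cells. Counting error alone gives 95% intervals of 3.26 to 3.64 for the ratio in Molm13 and 4.25 to 6.29 in THP1 cells, and these intervals do not cover variation between cultures. On the log2(FPKM + 0.5) scale, the changes were 1.77 and 2.22. By this change DDIT4 ranked number 9 of 11355 genes in Molm13 and number 30 of 11970 in THP1 cells. In the limma model over both cell lines, the log2 fold change of DDIT4 was 2.00, with a standard error of 0.19 that draws mostly on the other genes. Its Benjamini-Hochberg adjusted p-value was 0.0171, and the gene was higher with IL-34 in both of the 2 lines. This adjusted p-value was 0.621 with all listed genes tested and 1 without the cell line term. With pseudocounts chosen after the data were seen, it was 0.119 with 0.1 FPKM and 0.0010 with 1 FPKM. The call therefore depends on the filter, on that term and on the pseudocount. The log2 fold change within THP1 cells was 2.08 with a pseudocount of 1 FPKM and 2.37 without one, the latter added after the data were seen. DDIT4 was thus picked by the paper from the genes up-regulated in both cell lines, and together with its further expression measurements the paper proposes that DDIT4 potentially mediates the effect of IL-34 in these cells.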

Reverse transcription-polymerase chain reaction (RT-PCR) experiments further verified that Molm13-IL-34 and THP1-IL-34 cells expressed higher levels of DDIT4 than the respective controls (Fig. 1D). Analysis of GSE12417, GSE13204, and GSE15061 datasets further confirmed the positive correlation between the expressions of IL-34 and DDIT4 (Fig. 1E). These results suggest that DDIT4 potentially mediates the effect of IL-34 in Molm13-IL-34 and THP1-IL-34 cells.

**Figure 1:**
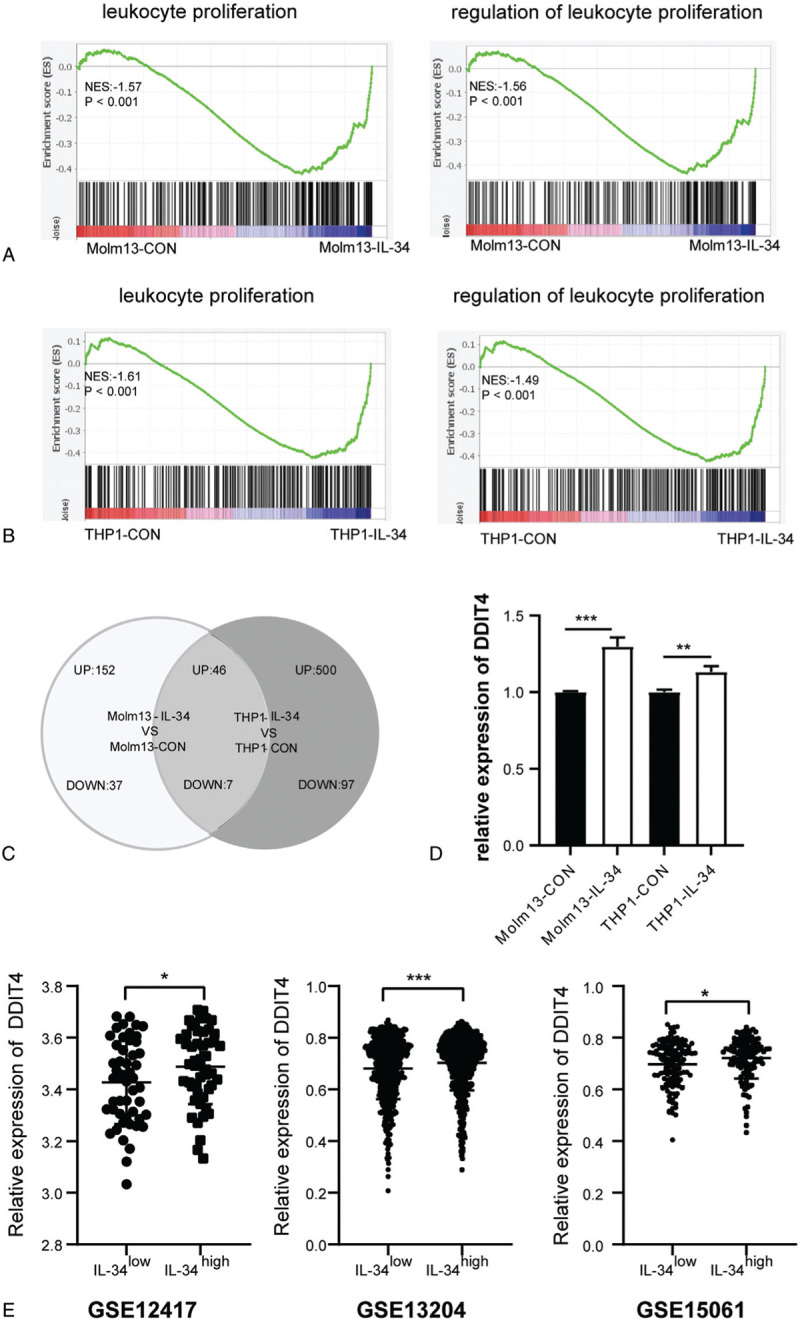
Screening key molecules mediating the effect of IL-34 in Molm13-IL-34 and THP1-IL-34 cells. Molm13-CON, Molm13-IL-34, THP1-CON, and THP1-IL-34 cells were collected and RNA-seq was performed. (A) and (B) All DEGs were analyzed by GSEA. Enriched annotations, leukocyte proliferation, and regulation of leukocyte proliferation are shown. (A) Molm13-IL-34 versus Molm13-CON. (B) THP1-IL-34 versus THP1-CON. (C) DEGs were further filtrated by FC ≥ 2.0 and FDR < 0.01. The Venn diagram shows the overlap of these DEGs. (D) The relative expression of DDIT4 was analyzed by RT-PCR. (E) Correlation between the expressions of IL-34 and DDIT4 was studied from the GSE12417, GSE13204, and GSE15061 datasets. ^∗^*P* < 0.05; ^∗∗^*P* < 0.01; and ^∗∗∗^*P* < 0.001. DDIT4 = DNA damage-inducible transcript 4; DEGs = differentially expressed genes, FC = fold change, FDR = false discovery rate GSEA = gene set enrichment analysis, RT-PCR = reverse transcription-polymerase chain reaction.

### 2.2 Knockdown of DDIT4 in Molm13-IL-34 and THP1-IL-34 cells

To study whether DDIT4 mediates the effect of IL-34 in AMoL cells, the expression of DDIT4 was knocked down in Molm13-IL-34 and THP1-IL-34 cells. The shRNA or scramble fragment was cloned into the pLV-H1-EF1α-puro vector (Fig. 2A). The recombinant vectors were verified by DNA sequencing. Molm13-IL-34 and THP1-IL-34 cells were infected with these viruses. For short, the sc group represents the cells infected by pLV-DDIT4-sc while the sh1 and sh2 groups represent those infected by pLV-DDIT4-sh1 and pLV-DDIT4-sh2. The expression of DDIT4 was considerably lower in the sh1 or sh2 group than the sc group (Fig. 2B). No significant difference in cell size and morphology was detected among the three groups that originated from either Molm13-IL-34 cells (Fig. 2C) or THP1-IL-34 cells (Fig. 2D). These data suggest that DDIT4 is successfully knocked down in both Molm13-IL-34 and THP1-IL-34 cells. Besides, knockdown of DDIT4 has little effect on cell morphology.

**Figure 2:**
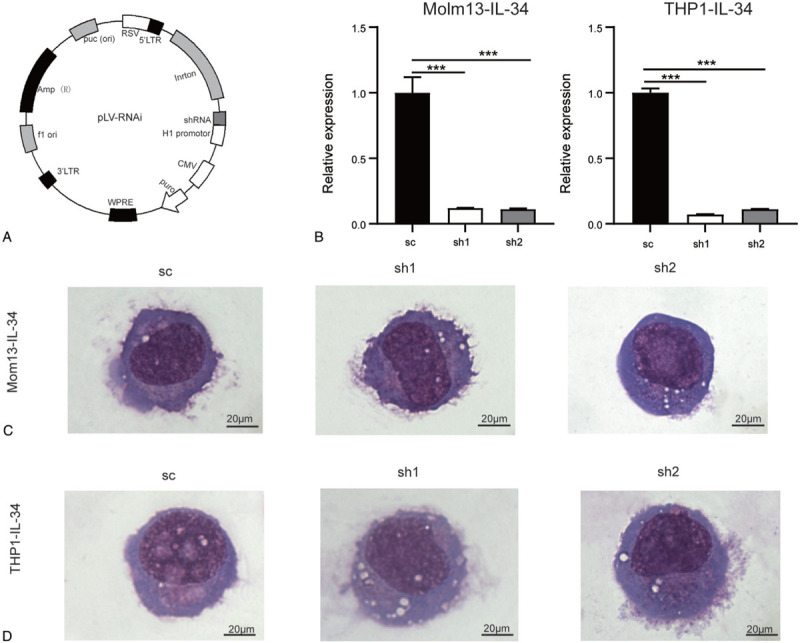
Knockdown of DDIT4 in Molm13-IL-34 and THP1-IL-34 cells. (A) The structure of recombinant vectors (pLV-DDIT4-sh1, pLV-DDIT4-sh2, and pLV-DDIT4-sc) is shown. (B) The relative expression of DDIT4 was determined by RT-PCR. (C)and (D) Cells were spun on slides and Wright staining was performed. The morphology of cells is shown. (C) Molm13-IL-34-sc, Molm13-IL-34-sh1, and Molm13-IL-34-sh2 cells. (D) THP1-IL-34-sc, THP1-IL-34-sh1, and THP1-IL-34-sh2 cells. Scale bar: 20 μm. Bars represent mean ± SD. ^∗∗∗^*P* < 0.001. DDIT4 = DNA damage-inducible transcript 4, SD = standard deviation.

### 2.3 Knockdown of DDIT4 in Molm13-IL-34 and THP1-IL-34 cells decreases proliferation and increases apoptosis

Cell counting and 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium (MTS) experiments were used to determine the effect of DDIT4 on the proliferation of THP1-IL-34 and Molm13-IL-34 cells. The results demonstrated that knockdown of DDIT4 inhibited cell proliferation in Molm13-IL-34 (Fig. 3A) and THP1-IL-34 (Fig. 3B) cells. To further explore the effect of DDIT4 on cell cycle, propidium iodide (PI)-staining and flow cytometry analysis were performed. The proportion of G0/G1 phase cells was significantly increased while the proportion of S phase cells was distinctly decreased in the sh1 and sh2 groups (Fig. 3C and D).

**Figure 3:**
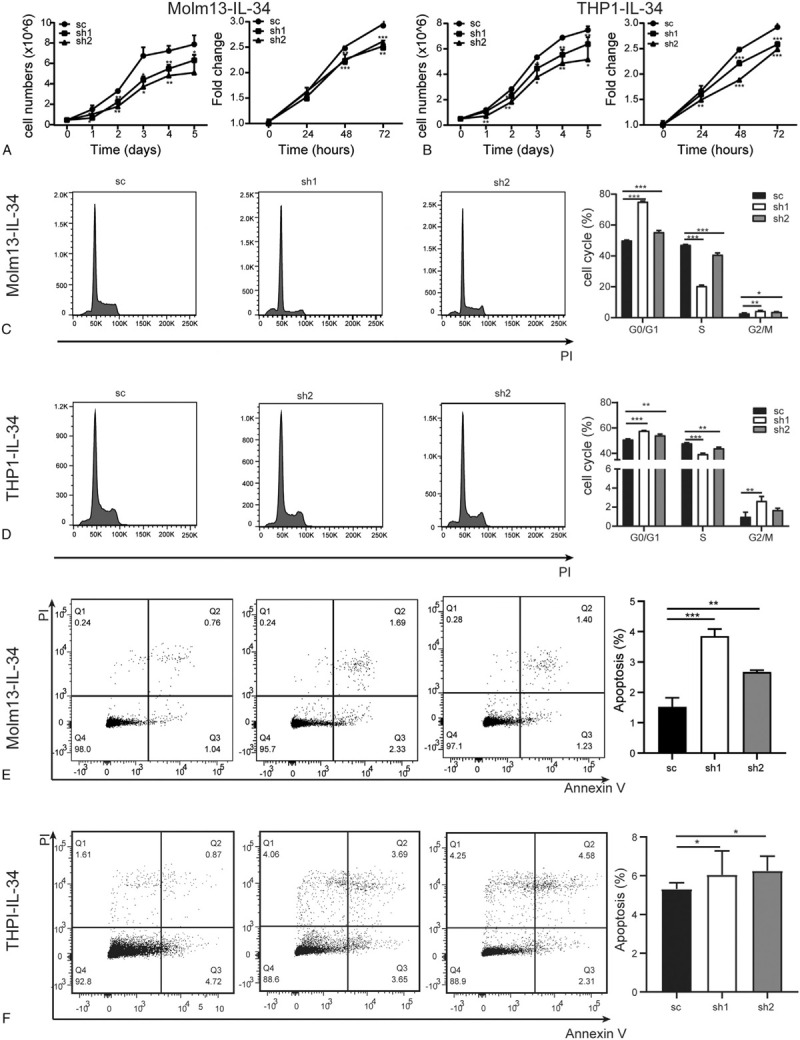
Knockdown of DDIT4 in Molm13-IL-34 and THP1-IL-34 cells decreases proliferation and increases apoptosis. (A) and (B) Cell proliferation was assessed by cell counting (left) and MTS (right) methods. (C) and (D) Cell cycle was assessed by PI-staining followed by flow cytometry analysis. The typical results are shown on the left and the percentage of G0/G1, S, and G2 phase cells are plotted on the right. (E) and (F) The apoptosis of cells was detected by Annexin V/PI staining. The typical results are shown on the left and the percentage of apoptotic cells is plotted on the right. (A), (C), and (E) Molm13-IL-34-sc, Molm13-IL-34-sh1, and Molm13-IL-34-sh2 cells. (B), (D), and (F) THP1-IL-34-sc, THP1-IL-34-sh1, and THP1-IL-34-sh2 cells. Bars represent mean ± SD. ^∗^*P* < 0.05; ^∗∗^*P* < 0.01; and ^∗∗∗^*P* < 0.001. DDIT4 = DNA damage-inducible transcript 4, MTS = 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium, SD = standard deviation.

The effect of DDIT4 on cell apoptosis in Molm13-IL-34 and THP1-IL-34 cells was evaluated by the Annexin V/PI staining. Knockdown of DDIT4 promoted cell apoptosis in Molm13-IL-34 and THP1-IL-34 cells (Fig. 3E and F).

The above data indicate that knockdown of DDIT4 in Molm13-IL-34 and THP1-IL-34 cells results in the decreased proliferation and increased apoptosis.

### 2.4 Knockdown of DDIT4 in Molm13-IL-34 and THP1-IL-34 cells increases colony formation

The colony-forming potential of leukemia cells partly reflects the level of leukemia stem cells (LSCs). We next explored whether knockdown of DDIT4 affected the colony-forming potential of Molm13-IL-34 and THP1-IL-34 cells. The results showed that more colonies were detected in the sh1 or sh2 group than the sc group in both Molm13-IL-34 (Fig. 4A) and THP1-IL-34 (Fig. 4B) series. These results suggest that knockdown of DDIT4 in Molm13-IL-34 and THP1-IL-34 cells increase LSC level.

**Figure 4:**
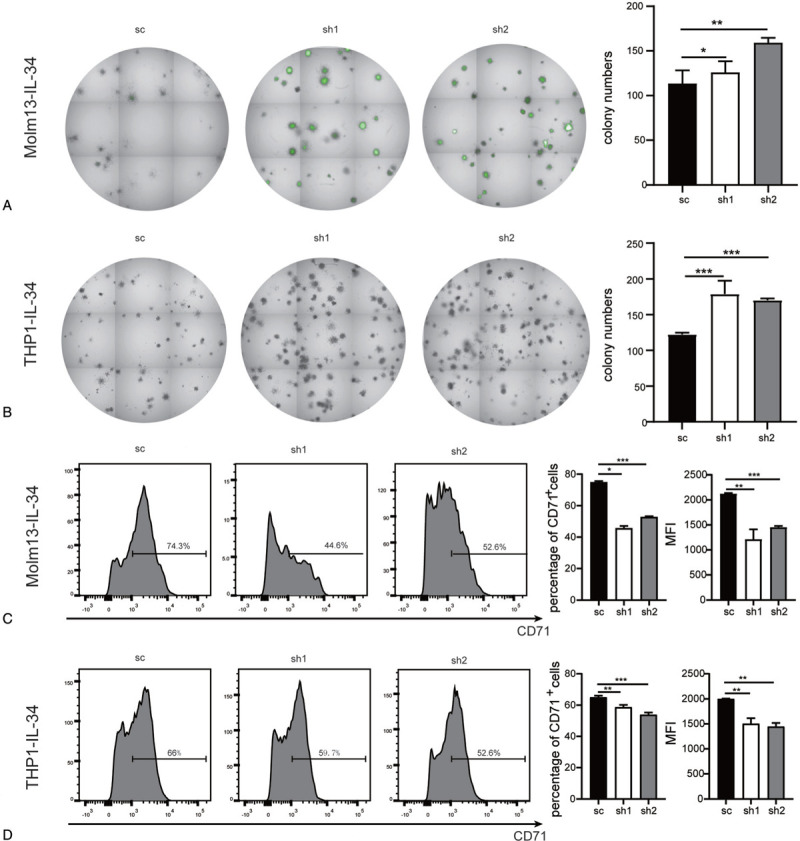
Knockdown of DDIT4 in Molm13-IL-34 and THP1-IL-34 cells increase colonies and decreases CD71 expression. (A) and (B) Colony-forming assay was performed and a high-content analysis system was used for colony analysis. The typical results are shown on the left and the number of colonies is plotted on the right. (C) and (D) The expression of CD71 was assessed by flow cytometry analysis. The typical results are shown on the left. The percentage of CD71^+^ cells and MFI are plotted on the right. (A) and (C) Molm13-IL-34-sc, Molm13-IL-34-sh1, and Molm13-IL-34-sh2 cells. (B) and (D) THP1-IL-34-sc, THP1-IL-34-sh1, and THP1-IL-34-sh2 cells. Bars represent mean ± SD. ^∗^*P* < 0.05; ^∗∗^*P* < 0.01; and ^∗∗∗^*P* < 0.001. DDIT4 = DNA damage-inducible transcript 4, SD = standard deviation.

### 2.5 Knockdown of DDIT4 in Molm13-IL-34 and THP1-IL-34 cells decreases CD71 expression

To examine the effect of DDIT4 on the differentiation of Molm13-IL-34 and THP1-IL-34 cells, the expression of CD11b, CD14, and CD71 was detected by flow cytometry. CD11b is a differentiation marker of the myelo-monocytic lineage, CD14 is a binding site for lipopolysaccharide, and CD71 is a marker of immature cells. Compared with the sc group, the percentage of CD11b^+^ and CD14^+^ cells and the mean fluorescent intensity (MFI) showed little difference in the sh1 and sh2 groups of both Molm13-IL-34 and THP1-IL-34 series. A decrease in the percentage of CD71^+^ cells or MFI was detected in either sh1 or sh2 group of Molm13-IL-34 (Fig. 4C) and THP1-IL-34 (Fig. 4D) series.

## 3 DISCUSSION

IL-34 participates in both physiologic and pathologic processes. Evidence shows that IL-34 plays an important role in cancer through direct or indirect mechanisms.^26^ Tumor cell-derived IL-34 acts as an autocrine in CSF-1R-expressing tumor cells to provide a proliferative signal for tumor growth and survival signal for tumor cells against chemotherapy.^27^ IL-34 also acts as a paracrine to educate macrophages to tumor-associated macrophages, which in turn contribute to tumor progression.^28,29^ However, the role of IL-34 in leukemia and the related mechanism have not been well established. This work contributes to a better understanding of AMoL progression, elucidating the roles of IL-34 in leukemia and providing clues for potential targets against leukemia.

Our previous study explored the direct effect of IL-34 in human AMoL cells by overexpressing IL-34. IL-34 promotes the malignant biological behavior of AMoL cells by increasing cell proliferation and colony formation, and so on. To elucidate the mechanism, RNA-seq was performed. *DDIT4* was upregulated in Molm13-IL-34 and THP1-IL-34 cells, which were verified by RT-PCR. To further confirm the correlation, GSE datasets were analyzed. The IL-34^high^ group expressed a higher level of DDIT4 than the IL-34^low^ group. These results suggest the positive correlation between the expressions of IL-34 and DDIT4, which implies that DDIT4 may mediate the effect of IL-34 in AMoL cells. Hence, we studied how DDIT4 mediated the effect of IL-34.

DDIT4 is regulated by multiple signal pathways to exert different effects under physiologic and pathologic conditions. The effect of DDIT4 on malignancies has been documented. DDIT4 promotes the progression of ovarian cancer, gastric cancer, and pancreatic cancer, and so on.^30–32^ However, DDIT4 inhibits cell proliferation through the inactivation of mTOR signaling and reduction of HIF-1α instability in triple-negative breast cancer and HER2 phenotypes.^20^ In leukemia, although the expression of DDIT4 is lower in AML than normal donors, DDIT4^high^ patients have a worse prognosis than DDIT4^low^ cases.^33^ Here, we explored whether DDIT4 mediated the effect of IL-34 by knocking down DDIT4 in AMoL cells overexpressing IL-34. Knockdown of DDIT4 suppresses *the proliferation whereas promotes the apoptosis and colony formation in Molm13-IL-34 and THP1-IL-34 cells*.

Proliferation and apoptosis are two major characteristics of malignant cells.^34^ Overexpression of IL-34 in AMoL *cells promotes cell proliferation.* Proliferation-related annotations are enriched in RNA-seq and GSEA analyses. Furthermore, knockdown of DDIT4 in *both* Molm13-IL-34 and THP1-IL-34 cells attenuates *the proliferation-promotive effect and promotes cell apoptosis.* DDIT4 has been implicated in cell proliferation. Overexpression of DDIT4 promotes cell proliferation in human ovarian epithelial cells.^31^ Reduced DDIT4 level can sensitize cells to apoptosis, whereas the elevated level of DDIT4 induced by hypoxia or overexpression desensitizes cells to apoptotic stimulation.^21^*These results suggest that* DDIT4 mediates the proliferation-promotive effect of IL-34 in AMoL cells.

The malignant cells are heterogeneous and colony-forming potential is important *in vitro* marker for the malignant phenotype since it partly reflects the level of tumor stem cells or LSCs in the population.^35^ Malignant cells with high colony formation potential are commonly considered to be more malignant. Overexpression of IL-34 increases the number and size of colonies in AMoL cells.^14^ However, knockdown of DDIT4 does not suppress but further promotes colony formation in AMoL cells. This result indicates that knockdown of DDIT4 cannot attenuate the effect of IL-34 on colony formation in AMoL cells. Therefore, DDIT4 does not mediate the promotive effect of IL-34 on colony formation in AMoL cells. Further work should be done to unravel the molecular mechanism of how IL-34 affects colony formation in AMoL cells.

In summary, knockdown of DDIT4 effectively inhibits the proliferation, promotes apoptosis and colony formation in AMoL cells. DDIT4 mediates the proliferation-promotive effect of IL-34 whereas does not mediate the promotive effect of IL-34 on the colony formation in AMoL cells.

## 4 MATERIAL AND METHODS

### 4.1 Vectors and reagents

The lentivirus vector PLV-H1-EF1α-period was derived from Biosettia (USA). Fetal bovine serum (FBS), trypsin, penicillin/streptomycin, OPTI-MEM, sodium pyruvate, non-essential amino acids (NEAA), and l-glutamine were purchased from Gibco (USA). The SYBR Green PCR kit was acquired from TaKaRa Biotech (China). The EcoR I and Xba I restriction endonucleases were obtained from New England BioLabs (UK). DMEM and RPMI 1640 were purchased from Neuronbc (China). The H4434 was acquired from Stem Cell Technologies (Canada). Annexing-V/PI kit and the antibodies against human CD11b (PE), CD14 (APC), and CD71 (PE) were purchased from BioLegend (USA).

### 4.2 Construction of recombinant plasmids

DDIT4-sh1 targeting DDIT4, and the control shRNA, DDIT4-sc were designed using RNAi designer at Biosettia's website (http://biosettia.com/support/shrna-designer). DDIT4-sh2 targeting DDIT4 was designed using RNAi designer at Sigma-Aldrich's website (https://www.sigmaaldrich.com/life-science/functional-genomics-and-rnai/shrna/individual-genes.html). 

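The hairpins consist of a sense stem, a loop and the antisense stem. The sense stem of DDIT4-sh1, GCTTCCGAGTCATCAAGAA, has 19 bases and matches nucleotides 839 to 857 of the DDIT4 transcript. In GRCh38 this target lies on chromosome 10 from 72275127 to 72275145, in exon 3 and in the coding sequence, within the stretch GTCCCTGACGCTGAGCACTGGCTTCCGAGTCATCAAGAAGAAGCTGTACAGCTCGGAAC of the transcript. The sense stem of DDIT4-sh2, TGATGCCTAGCCAGTTGGTAA, has 21 bases and matches nucleotides 554 to 574. Its target lies on chromosome 10 from 72274842 to 72274862, also in exon 3 and in the coding sequence, within the stretch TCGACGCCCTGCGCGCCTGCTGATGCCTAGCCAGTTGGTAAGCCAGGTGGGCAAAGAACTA. Each stem was searched against the sense strand of 206694 annotated transcripts (GENCODE release 29). Both DDIT4 stems matched only DDIT4 exactly, DDIT4-sh2 in 2 annotated transcripts of the gene and DDIT4-sh1 in 1. DDIT4-sh2 matched no other gene with 1 or 2 mismatches, and DDIT4-sh1 matched 4 other genes with 2 mismatches and none with 1. The stem of DDIT4-sc, GCAGTTATCTGGAAGATCAGG, matched no transcript with up to 2 mismatches.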

The sequences of them were 5′-AAAAGCTTCCGAGT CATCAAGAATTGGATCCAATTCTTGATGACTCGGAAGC-3′ (DDIT4-sh1), 5′-AAAA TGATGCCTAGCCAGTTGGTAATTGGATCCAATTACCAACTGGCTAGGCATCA-3′ (DDIT4-sh2), and 5′-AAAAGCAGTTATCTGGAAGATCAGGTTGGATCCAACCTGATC TTCCAGATAACTGC-3′ (DDIT4-sc), respectively. The single-strand DNA oligo was annealed to form a two-strand oligo before ligated to the linearized vector PLV-H1-EF1α-puro to construct shRNA vectors. The recombinant lentiviruses were named pLV-DDIT4-sh1, pLV-DDIT4-sh2, and pLV-DDIT4-sc, respectively.

### 4.3 Cell lines and cell culture

The establishment of Molm13 and THP1 cells overexpressing IL-34, Molm13-IL-34, and THP1-IL-34, and the respective control cell lines, Molm13-CON and THP1-CON was described previously.^14^ To investigate the effect of DDIT4, THP1-IL-34, and Molm13-IL-34 cells were infected with pLV-DDIT4-sc, pLV-DDIT4-sh1, or pLV-DDIT4-sh2. After screening, puromycin-resistant cells were used for further assay and named THP1-IL-34-sc, THP1-IL-34-sh1, THP1-IL-34-sh2, Molm13-IL-34-sc, Molm13-IL-34-sh1, and Molm13-IL-34-sh2, respectively.

The above cells were maintained in RPMI 1640 medium supplemented with 10% FBS, penicillin (100 U/ml), and streptomycin (100 μg/ml). HEK293T cells were cultured in DMEM medium supplemented with 10% FBS, sodium pyruvate, NEAA, and l-glutamine. All cells were cultured in a humidified incubator at 37°C and 5% CO_2_ atmosphere.

### 4.4 GSE datasets and data analysis

The GSE datasets were downloaded and used to study the correlation between the expressions of IL-34 and DDIT4. The GSE12417 dataset (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE12417) includes 242 samples from AML patients with cytogenetically normal karyotype. The GSE13204 dataset (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE13204) contains samples from 2023 patients with blood diseases and 73 healthy donors. The GSE15061 dataset (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE15061) comprises samples from 202 AML, 164 myelodysplastic syndrome and 69 healthy donors. For each dataset, based on the expression level of IL-34, the IL-34^high^, and IL-34^low^ groups contained the top 30% and bottom 30% samples, respectively.

### 4.5 RNA sequencing (RNA-seq) and data analysis

Molm13-CON, Molm13-IL-34, THP1-CON, and THP1-IL-34 cells were sorted by flow cytometry. RNA-seq was carried out in the Beijing Genomics Institute (BGI) following standard protocols on BGISEQ-50. RNA-seq data of leukemia cell lines are available in the National Center for Biotechnology Information Gene Expression Omnibus database under the accession number GSE163969. All DEGs were analyzed by GSEA. For further analysis, DEGs were filtrated by FC ≥ 2.0 and FDR < 0.01.

### 4.6 cDNA synthesis and real-time PCR

Cells were harvested and total RNA was extracted using Trizol Reagent (Invitrogen, USA). Then, total RNA was reversely transcribed using *EasyScript*^®^ One-Step gDNA Removal and cDNA Synthesis SuperMix (TransGen Biotech, China) following the manufacturer's protocols. Real-time PCR was performed using SYBR Green Kit and QuantStudio 5 (Thermo Fisher Scientific, USA). The expression level of target genes was obtained from at least 3 independent experiments by calculating the RQ value using the ^ΔΔ^Ct method [^ΔΔ^Ct = (Ct_TARGET_ − Ct_GAPDH_)_sample_ − (Ct_TARGET_ − Ct_GAPDH_)_calibrator_]. 

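On the DDIT4 transcript, the forward primer CGGAGGAAGACACGGCTTACC of Table 1 matches nucleotides 398 to 418, across the junction of exons 2 and 3. The reverse primer GCTTACCAACTGGCTAGGCATCA is complementary to nucleotides 554 to 576 in exon 3, on chromosome 10 of GRCh38 from 72274842 to 72274864. The pair encloses 179 nucleotides, all within the coding sequence, and each primer matches 2 annotated DDIT4 transcripts. The reverse primer site contains all 21 bases of the DDIT4-sh2 target, while the DDIT4-sh1 target lies downstream of the amplified stretch. The IL-34 primers match IL34 only and enclose 251 nucleotides from exon 3 to exon 5. The GAPDH primers enclose 160 nucleotides of the GAPDH transcript. The forward GAPDH primer also matches 2 annotated GAPDH pseudogenes exactly and the reverse one matches 4 others. In the RNA-seq libraries, the reference gene GAPDH was higher in the IL-34 cells of both lines, at 2935 FPKM in Molm13-CON and 3842 in Molm13-IL-34 cells, and at 1413 FPKM in THP1-CON and 1872 in THP1-IL-34 cells.

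**Figure D3:**
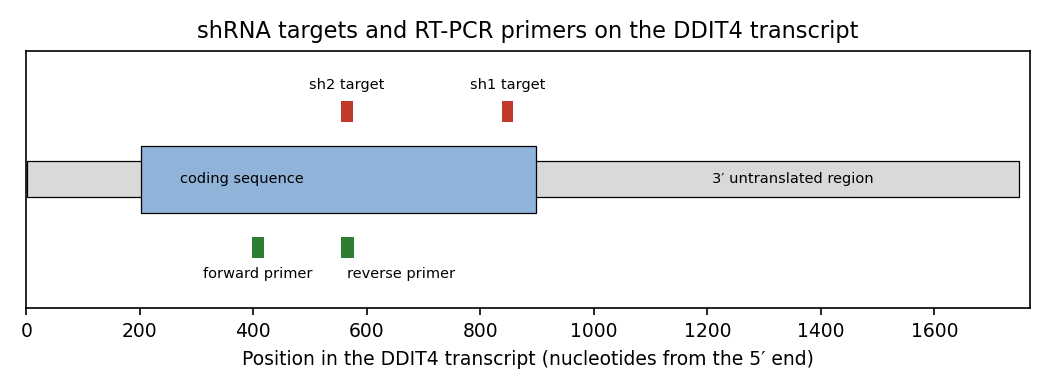
The DDIT4 transcript of 1748 nucleotides drawn to scale (x axis, nucleotides from the 5′ end), with the untranslated regions in grey and the coding sequence in blue. The shRNA targets are red and the RT-PCR primers green, and the DDIT4-sh2 target at 554 to 574 lies over the reverse primer site at 554 to 576.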

The primers were synthesized by BGI and the sequences are listed in Table 1. For each gene, the RQ value of control was designated 1.00.

**Table 1:** Primers for RT-PCR

Gene	Primer sequences (5′-3′)
*GAPDH*	Forward GGAGTCCACTGGCGTCTTCA Reverse ATTGCTGATGATCTTGAGGCTGTTG
*IL-34*	Forward CAGTACAGGAGCCGACTTCAGT Reverse ACATTCAGCAGCAGCGTCTC
*DDIT4*	Forward CGGAGGAAGACACGGCTTACC Reverse GCTTACCAACTGGCTAGGCATCA

RT-PCR = reverse transcription-polymerase chain reaction, IL-34 = Interleukin 34, DDIT4 = DNA damage-inducible transcript 4, GAPDH = glyceraldehyde-3-phosphate dehydrogenase.

### 4.7 Wright staining

Cells were spun onto slides. Wright staining was performed following the standard protocols.^36^ The morphology of cells was detected under a light microscope (AXIO Observer A1, Germany).

### 4.8 Cell proliferation assays

For the cell counting assay, 5 × 10^4^ cells were seeded per well in a 24-well plate. The cell number of each well was counted every day.

For the MTS assay, 1 × 10^4^ cells were cultured per well in a 96-well plate. At each time point, 20 μl MTS was added and cells were incubated for another 2 hours. The absorbance at 490 nm was measured by a microplate reader. Cell proliferation at a time point was assessed as the fold change in absorbance at that time point versus time point 0 hour.^2^

### 4.9 Cell cycle analysis

PI staining was used for the cell cycle analysis.^37^ Briefly, cells were collected, resuspended in phosphate-buffered saline (PBS), and fixed in 70% ethanol at 4°C for 24 hours. Then, cells were washed with PBS and RNA was digested with RNase for 15 minutes at room temperature. Finally, PI was added at the final concentration of 10 μg/ml before flow cytometry analysis.

### 4.10 Cell apoptosis analysis

The cell apoptosis analysis was described previously.^2^ Briefly, cells were collected and washed twice with binding buffer. Then, cells were resuspended in binding buffer and incubated with APC-Annexin V antibody for 15 minutes. Finally, PI was added before flow cytometry analysis.

### 4.11 Colony-forming assay

Colony-forming assays were undergone following the manufacturer's instructions.^6^ Briefly, cells were resuspended in H4434 complete medium, seeded into 24-well plates at a density of 500 cells/500 μl/well, and cultured for 7 (Molm13-IL-34) or 10 (THP1-IL-34) days. Colonies were counted under a microscope and photographed by a high-content analysis system.

### 4.12 Flow cytometry analysis and cell sorting

Flow cytometry analysis was performed following the standard protocols.^38^ Briefly, cells were harvested and stained with fluorophore-conjugated antibodies (CD11b, CD14, and CD71) for 30 minutes in dark. Subsequently, cells were washed and resuspended in PBS. Canto II and Aria III (BD Biosciences) were used for fluorescence-activated cell sortin (FACS) analysis and cell sorting, respectively. The FACS data were analyzed using the FlowJo software.

### 4.13 Statistical analysis

All experiments were repeated at least 3 times. The results were expressed as mean ± SD. The analysis was done using GraphPad Prism 8.0 software. Comparison between two groups was analyzed by unpaired Student *t* test. Statistical significance was accepted when the *P* value was <0.05.

## FUNDING

This work was supported by grants 81770183 and 81970155 from the National Natural Science Foundation of China (NSFC); programs 2016-I2M-2-006 and 2017-I2M-1-015 from the CAMS Innovation Fund for Medical Sciences (CIFMS); State Key Laboratory of Experimental Hematology Research Grant (Z20-06); G.Z. is a recipient of the New Century Excellent Talents in University (NCET-08-0329).

How the deposited data were processed for this re-analysis (not part of the article)

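RNA of Molm13-CON, Molm13-IL-34, THP1-CON and THP1-IL-34 cells was sequenced by the authors, with 1 library for each. The authors deposited a table of FPKM values with 2 decimals for 17637 genes, with gene identifiers, symbols and gene ontology terms. FPKM values are already divided by transcript length and by the number of mapped fragments of a library. The aligner, the gene models and the genome build behind the table are not named in the paper's text, and its test for differentially expressed genes is not named either. The design set before the data were examined foresaw read counts, and provided for the case of a table with FPKM only. That case was used, so no count test was run and no p-value was calculated within a cell line.

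Each column was matched to its cells by name. The samples were grouped by cell line, and the IL-34 library was compared with its own control. Genes with at least 1 FPKM in 1 or both libraries of a line were kept, fold changes were taken on log2(FPKM + 0.5), and a gene was called at a fold change of at least 2, the threshold of the paper. The false discovery rate threshold of the paper was not applied. Across both lines, limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 0.5) of the 4 libraries with cell line and IL-34 as terms, which pairs the libraries by cell line, and p-values were adjusted by the Benjamini-Hochberg method. This fit has 1 residual degree of freedom and a prior of 7.18 degrees of freedom.

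Gene lists were described by the percentile of their median log2 fold change among 10000 random lists of the same size, drawn from the same 10 classes of mean expression. The leukocyte proliferation lists came from the gene ontology terms of the deposited table. A hand-written list of leukocyte proliferation genes and 8 further lists (cell cycle, monocyte and macrophage markers, integrated stress response, hypoxia, p53 targets, glucocorticoid targets, interferon response and sterol biosynthesis) were fixed before the data were examined. None of these 8 lists contains DDIT4. The running-sum score of gene set enrichment analysis was computed with weights equal to the log2 fold change, and its normalized form used the same random lists.

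Individual genes were named by a rule set beforehand. It covers each gene that the paper names and the file lists, and up to 5 genes called up and 5 called down in both lines, ordered by the smaller of their 2 absolute log2 fold changes. LUC7L2 and the genes named in the closing section beyond this rule were chosen after their values were seen.

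Depth was estimated from the FPKM values of genes with a single transcript of 150 to 1500 bases, where the value of 1 read is set by the transcript length. Between 181 and 210 genes per library were used. The mean cosine of the fitted steps was 0.470 to 0.499, against at most 0.293 in 100 shuffles of the lengths. The estimates of 18500000 to 19600000 reads depend on the lengths used. Intervals from them cover counting error only.

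Coordinates and transcript positions were taken from GENCODE release 29 on GRCh38, by matching the sequences printed in the paper to the annotated transcripts. They were not combined with coordinates of the authors.

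The calculations ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. They were tested on simulated data. Of 200 random lists, 3.5% fell outside the central 95% of their random lists. A list raised by 0.3 reached percentile 100 and one lowered by 0.3 reached percentile 0. All of the 200 genes changed 4-fold were called, with 0 calls among 17437 unchanged genes. Those reads were drawn with counting error only, without variation between cultures, so this says nothing on false calls in the real libraries. The limma model recovered 99.5% of 200 changed genes and called 17 of 12286 unchanged ones. There, each changed gene moved equally in both lines, and the spread had the form that the model assumes. Both tests therefore check the calculations only. The depth fit gave 99.8% of the number of reads drawn.

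The alternatives were another pseudocount (0.1 or 1 FPKM), median-of-ratios scaling, all listed genes in place of the filter, a fold change of 1.5, the running-sum score, the hand-written list, and the model without the cell line term. No pseudocount, a minimum of 5 FPKM, a trimmed mean scaling, the model with other pseudocounts, the running-sum score of the 8 further lists and the hand-written list without IL34 were added after the data were seen. Knockdown cells, RT-PCR and the patient datasets of the paper were not analysed here.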

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

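The lists below were fixed before the data were examined, but all tests of explanations in this part were chosen after the results were seen. The paper does not report on these gene lists. Each value is the percentile of the list's median log2 fold change among 10000 random lists matched on mean expression, with 1 library per condition, and 12 of the 16 values lay outside the central 95%. With the running-sum score in place of the median, 2 of the 12 moved inside, as given below. Random lists hold genes that vary independently, while genes of one pathway vary together between any 2 cultures, so these percentiles describe the libraries and say nothing on their own about a further culture.

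Hypoxia genes were higher with IL-34 in both lines. In Molm13 cells, 43 of 43 genes kept were higher, with a median log2 fold change of 0.74 at percentile 100. In THP1 cells, 35 of 41 were higher, with a median of 0.37 at percentile 100. Of the 22 genes called in both lines, 6 are in this list, and without them the list still stood at percentile 100 in both lines (medians of 0.65 and 0.31). After a smooth trend on GC content and transcript length was removed, the medians were 0.73 in Molm13 and 0.37 in THP1 cells. The list still stood at percentile 100 in both lines, which argues against such a bias as the whole cause. The list shares 2 genes with the integrated stress list. A denser or less aerated culture of the IL-34 cells at harvest cannot be told apart from an effect of IL-34, because there was 1 culture per condition. The overexpression of IL-34 is the difference that the design names, and it also stays open.

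Cell cycle genes were lower with IL-34 in both lines. In both Molm13 and THP1 cells, 78 of the 93 genes were lower and 15 were higher. The medians were -0.14 in both, at percentile 0.355 in Molm13 and 0 in THP1 cells. The change is small for each gene, and no gene of the list reached 2-fold. With the trend on GC content and length removed, the less extreme line stood at percentile 0.24, so this bias does not account for the whole shift. The paper reports that IL-34 overexpression increased the proliferation of these cells, which the transcript levels of this list do not measure. A denser or less aerated culture at harvest could lower such genes too, and 1 culture per condition leaves this open, as it does for an effect of IL-34.

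Monocyte and macrophage marker genes had higher medians with IL-34 in both lines. The median was 0.20 in Molm13 (23 of 35 genes higher, percentile 99.96) and 0.90 in THP1 cells (39 of 47 higher, percentile 100). By the running-sum score the list stood at percentile 78.39 in Molm13 cells, within the central 95%, and at 100 in THP1 cells, so the shift in Molm13 cells depends on the measure. After the correction for GC content and length, the median of the less extreme line, Molm13, stood at percentile 99.13. RNA of Molm13 cells in the THP1-IL-34 library was also examined. Of the 22 list genes at least 2-fold higher in THP1-IL-34 cells, 17 were expressed less in Molm13-IL-34 than in THP1-CON cells, and Molm13 RNA would lower these. The paper cites earlier work in which IL-34 promoted differentiation toward the monocyte-macrophage lineage. With these technical explanations argued against, a change of differentiation state of the THP1-IL-34 cells is a hypothesis that rests on 1 library per condition, and differences between cultures remain open.

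Interferon response genes stood at percentile 100 in THP1 cells, where 47 of 49 genes were higher and the median was 0.91. In Molm13 cells 24 of 30 genes were higher, with a median of 0.13 at percentile 94.96, within the central 95%. The difference between the 2 lines was not tested. In THP1 cells the list stayed at percentile 100 after the correction for GC content and length, with a median of 0.90. An effect of IL-34, of its expression level or of the transduced culture stays open, and none of these was tested. Glucocorticoid targets stood at percentile 99.875 in THP1 cells (18 of 23 genes higher, median 0.26) and at 63.3 in Molm13 cells. The value in THP1 cells was 99.68 after the same correction, but 89.11 by the running-sum score, within the central 95%. The monocyte and macrophage list shares 1 gene with the interferon list and 1 with the glucocorticoid list.

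Integrated stress genes moved in opposite directions in the 2 lines. They were lower in Molm13-IL-34 cells (28 of 39 genes, median -0.21, percentile 0.16) and higher in THP1-IL-34 cells (34 of 38 genes, median 0.48, percentile 100). The median in THP1 exceeded that in Molm13 cells by 0.69 on the log2 scale. Sterol biosynthesis genes moved the other way. They were higher in Molm13-IL-34 cells (19 of 24 genes, median 0.25, percentile 100) and lower in THP1-IL-34 cells (21 of 24 genes, median -0.26, percentile 0), a difference of -0.52. Neither difference between the lines was tested, since each line has 1 library per condition. After the correction for GC content and length, the less extreme line stood at percentile 0.14 for the integrated stress list and at 0.03 for the sterol list. The medians after the correction were -0.18 in Molm13 and 0.49 in THP1 cells for the integrated stress list, and 0.23 and -0.23 for the sterol list. As both lists stayed outside the central 95% in both lines once the trend was removed, GC content or length is argued against as the whole cause. Differences in medium or nutrient state between the cultures of a line were not tested.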

How the results depend on the processing

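The log2 fold change of DDIT4 lay between 1.76 and 1.80 in Molm13 and between 2.08 and 2.37 in THP1 cells under the pseudocounts and scalings that were run, moves below its counting error. That of IL34, whose control values are close to 0, was set by the pseudocount, at 7.17 in Molm13 and 10.6 in THP1 cells with 0.1 FPKM and at 5.00 and 8.12 with 1 FPKM. Without a pseudocount, an alternative added after the data were seen, it was 7.90 and 11.7. The same held for other named genes near 0 in a control library. In THP1 cells, ADM moved from 1.84 to 3.33 with 0.1 FPKM and to 1.24 with 1 FPKM, and CCL3L1 moved from 1.98 to 3.97 and to 1.3. Without a pseudocount ADM was 4.65, and CCL3L1 had no value because it is listed at 0 in THP1-CON cells. In Molm13 cells, IL6 and C7orf55-LUC7L2 moved by more than their counting error with 0.1 FPKM and with no pseudocount, and GAPDH with both scalings, to 0.42 from 0.39. For weak genes the counting error is wide, so a move within it does not show that a value is stable. With a pseudocount of 1 FPKM, every percentile of the lists from the deposited terms and of the 8 further lists kept its side of the central 95%. The running-sum score kept the leukocyte proliferation lists within the central 95%, between percentile 75.6 and 86.5. For the 8 further lists this score was added after the data were seen. It moved the monocyte and macrophage list in Molm13 cells to percentile 78.39 and the glucocorticoid list in THP1 cells to 89.11, both within the central 95%, and the p53 list in THP1 cells from 20.8 to 94.43, while the other 10 of the 12 percentiles outside the central 95% stayed outside. With the hand-written list in place of either leukocyte proliferation list, the percentile became 100 in both lines. This list contains IL34, and without it, an alternative added after the data were seen, the percentile was 99.98 in Molm13 and 100 in THP1 cells. The causes of these changes were not tested.

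The numbers of called genes depended on the processing. A pseudocount of 0.1 FPKM gave 178 genes up and 35 down in Molm13, 73 down in THP1 and 2 shared down. A pseudocount of 1 FPKM gave 70 up in Molm13 and 30 down in THP1 cells. A fold change of 1.5 gave 529 up and 388 down in Molm13, 929 up and 307 down in THP1, and 143 shared up and 17 shared down. With all listed genes there were 2 shared down-regulated genes. Median-of-ratios scaling kept all counts within 1.5 times. Of the alternatives added after the data were seen, no pseudocount gave 207 up and 44 down in Molm13, 88 down in THP1, and 38 shared up and 2 shared down. A minimum of 5 FPKM gave 58 up and 12 down in Molm13, 168 up and 24 down in THP1, and 13 shared up and 0 shared down, since fewer genes were compared.

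The limma result over both lines also depended on the processing. Its 17 genes up and 1 down became 0 and 0 with all listed genes (1345 genes at an unadjusted p under 0.05) and 0 and 0 without the cell line term (41 genes). The adjusted p-value of both DDIT4 and IL34 was then 0.621 and 1, respectively. With pseudocounts added after the data were seen, 0.1 FPKM gave 0 up and 0 down (1328 genes at an unadjusted p under 0.05) with an adjusted p-value of 0.119 for both DDIT4 and IL34, and 1 FPKM gave 36 up and 2 down. The prior degrees of freedom were 1.86 with all listed genes, 4.88 with 0.1 FPKM and 10.2 with 1 FPKM, against 7.18. Leaving out the cell line term counts the difference between the lines as error.

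Alternatives set before the data were examined that need read counts were not run: scaling by total library size, an exact test with an assumed coefficient of variation, counts against FPKM, a stricter false discovery rate, and count models for both lines. The filter on counts per mapped read was not run, because at least 1 FPKM is already the filter. Leaving IL34 out of the lists from the deposited terms changes nothing, because they do not contain it. No paired analysis was possible because each condition has 1 library, apart from the cell line term above. Depth limits the weak genes, as 3 reads on a transcript of 2 kb correspond to about 0.0765 to 0.0812 FPKM.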

Differences from the paper's values

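The paper reports 37 genes down-regulated in Molm13-IL-34 cells, and 22 were called here. Of the alternatives set before the data were examined, a pseudocount of 0.1 FPKM (35 genes) and all listed genes (26) came within 1.5 times of the paper's number, while a pseudocount of 1 FPKM (16), median-of-ratios scaling (19) and a fold change of 1.5 (388) did not. For THP1-IL-34 cells, the paper reports 500 genes up and 97 down, and 328 and 46 were called here. The number of genes up came within 1.5 times with a pseudocount of 0.1 FPKM (444) and with all listed genes (353), and not with a pseudocount of 1 FPKM (231), median-of-ratios scaling (333) or a fold change of 1.5 (929). The number of genes down came within 1.5 times with a pseudocount of 0.1 FPKM (73), and not with a pseudocount of 1 FPKM (30), median-of-ratios scaling (43), all listed genes (56) or a fold change of 1.5 (307). With no pseudocount, an alternative chosen after the values were seen, the numbers were 44 down in Molm13 and 480 up and 88 down in THP1 cells, all within 1.5 times of the paper's.

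The paper reports 46 shared genes up and 7 down, and 21 and 1 were found here. None of the alternatives set before the data were examined closed either gap, with 30, 18, 22, 26 and 143 shared genes up and 2, 1, 1, 2 and 17 down under a pseudocount of 0.1, a pseudocount of 1, median-of-ratios scaling, all listed genes and a fold change of 1.5. With no pseudocount, chosen after the values were seen, there were 38 shared genes up, within 1.5 times of the paper's 46, and 2 down.

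For DDIT4, the paper's RT-PCR gives about 1.3 times the control in Molm13-IL-34 and about 1.1 times in THP1-IL-34 cells in Fig. 1D, read by eye. The RNA-seq values on the log2(FPKM + 0.5) scale correspond to 3.42-fold and 4.65-fold. RT-PCR is scaled to GAPDH and RNA-seq to the whole library, so the measures are unlike. GAPDH itself rose 1.31-fold in Molm13 and 1.32-fold in THP1 cells with IL-34, so RNA-seq ratios to GAPDH would be lower. They were not calculated, and no alternative below scales to GAPDH. None of the alternatives set before the data were examined closed the gap (3.44-fold, 3.40-fold and 3.49-fold in Molm13, and 5.05-fold, 4.24-fold and 4.68-fold in THP1 cells, with a pseudocount of 0.1, a pseudocount of 1 and median-of-ratios scaling).

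The paper states that leukocyte proliferation and its regulation were enriched in the IL-34 cells of both lines. Its normalized scores, read by eye, were about -1.6, and -1.5 for the regulation set in THP1 cells. Their sign was taken as the side of the IL-34 cells, where the paper states enrichment. With the lists from the deposited terms, the running-sum scores were 1.16 and 1.07 in Molm13 and 1.17 and 1.18 in THP1 cells. In size these came within 1.5 times of the paper's. The medians, another measure, stood at percentiles 74.8 and 77.9 in Molm13 and 86.7 and 96.4 in THP1 cells, within the central 95% of random lists. With the hand-written list, set before the data were examined, the percentile was 100 in both lines. This list contains IL34, and without it, a choice made after the values were seen, the percentile was 99.98 in Molm13 and 100 in THP1 cells.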

Other observations

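All tests in this part were chosen after the results were seen.

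The paper's introduction states that DDIT4 is activated by cellular stresses, hypoxia among them. The lists fixed before the data were examined were set against its rise. If a hypoxia response were behind it, hypoxia genes would be higher in both lines, and their list stood at percentile 100 in both. This is consistent with a hypoxia-like response as one candidate explanation, which the list cannot separate from IL-34 itself or from culture conditions. The HIF1A transcript changed by 0.15 in Molm13 cells, within its counting error, and by 0.31 on the log2 scale in THP1 cells. An integrated stress response in both lines is argued against, because that list stood at percentile 0.16 in Molm13 cells. In THP1 cells it stood at percentile 100 (34 of 38 genes higher), so such a response stays open for that line alone. For p53 and glucocorticoid signaling the members went both ways, so the lists do not decide. The p53 list stood at percentile 91.4 in Molm13 (19 of 33 genes higher) and 20.8 in THP1 cells (13 of 31 higher). The running-sum score of the p53 list in THP1 cells was at 94.43. The glucocorticoid list stood at 63.3 in Molm13 (14 of 22 higher) and at 99.875 in THP1 cells (18 of 23 higher). By the running-sum score, the glucocorticoid list in THP1 cells was at 89.11. With the trend on GC content and transcript length removed, the smaller log2 fold change of DDIT4 was 1.78, so this bias is argued against.

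DDIT4 was expressed far more in Molm13 than in THP1 cells, and several of the shared genes were too. A rise of DDIT4 in the THP1-IL-34 library from 3.48 to 18.0 FPKM would need 8.91% of Molm13-IL-34 RNA in it. This was examined with 10 genes at 20 FPKM or more in both Molm13 libraries and under 1% of that level in THP1-CON cells, with the genes called in both lines left out. The largest rise among them in the THP1-IL-34 library was 0.20% of the Molm13-IL-34 level, far below that share. Molm13 RNA in this library is therefore argued against.

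With the labels of 1 line exchanged, the limma model over both lines called 0 genes, with 181 at an unadjusted p under 0.05. With the true labels it called 18 genes, and 1425 had an unadjusted p under 0.05. As 4 libraries in 2 lines allow only these 2 arrangements, the comparison cannot exclude that the lines moved together by chance.

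Transcripts of the surface markers that the paper measured by flow cytometry after DDIT4 knockdown were compared between the IL-34 cells and their controls, a condition to which those measurements do not refer. ITGAM (CD11b) was 8.34 FPKM in Molm13-CON and 12.5 in Molm13-IL-34, and 13.6 in THP1-CON and 25.9 in THP1-IL-34 cells. CD14 was 1.16 and 1.1 FPKM in Molm13-CON and Molm13-IL-34, and 11.9 and 62.1 in THP1-CON and THP1-IL-34 cells. TFRC (CD71) was 123 and 106 FPKM in the Molm13 libraries and 57.1 and 34.4 FPKM in the THP1 libraries, in the same order. The receptor transcript CSF1R was 9.33 and 9.90 FPKM in Molm13 and 21.8 and 37.9 FPKM in THP1 cells, and CSF1 was 0.59 and 1.03 FPKM in Molm13 and 1.08 and 2.52 FPKM in THP1 cells. MTOR was 11.4 and 7.89 FPKM in Molm13 and 15.6 and 14.3 FPKM in THP1 cells. IL10 was 1.47 FPKM in both Molm13 libraries and 1.13 and 1.27 FPKM in THP1 cells, and IL6 was at 0.15 FPKM or less in all 4 libraries. On the log2(FPKM + 0.5) scale, CD14, CSF1R and CSF1 in Molm13 cells, MTOR in THP1 cells, and IL10 and IL6 in both differed by less than the counting error. No change of these was detectable on this scale at this depth. For CSF1 in Molm13 cells, the change was 0.49 against an error of 0.63. With a pseudocount of 0.1 FPKM it was 0.71. The counting error on that scale was not calculated, so the 0.71 cannot be set against 0.63.

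SERF1A and SERF1B are near-identical copies, and their values moved in opposite directions. SERF1A fell from 5.63 to 2.07 FPKM in Molm13 and SERF1B, listed at 0 in Molm13-CON, was at 2.52 FPKM in Molm13-IL-34 cells. In THP1 cells SERF1A went from 0.57 FPKM to 0 and SERF1B from 4.78 to 8.67 FPKM. SERF1A is called down and SERF1B up in Molm13 cells, and the values of such copies depend on how reads were divided. The DDIT4 paralog DDIT4L was listed at 0 in both Molm13 libraries and rose from 0.84 to 10.6 FPKM in THP1 cells.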
